# Exercise Promotes Bone Marrow Microenvironment by Inhibiting Adipsin in Diet-Induced Male Obese Mice

**DOI:** 10.3390/nu15010019

**Published:** 2022-12-21

**Authors:** Zunhan Shi, Lihui Wang, Jinwen Luan, Liqin Yin, Xiaohui Ji, Wenqian Zhang, Bingxiang Xu, Linshan Chen, Ying He, Ru Wang, Longhua Liu

**Keywords:** exercise, obesity, adipsin, bone resorption, alternative complement pathway

## Abstract

Obesity is a growing global epidemic linked to many diseases, including diabetes, cardiovascular diseases, and musculoskeletal disorders. Exercise can improve bone density and decrease excess bone marrow adipose tissue (BMAT) in obese individuals. However, the mechanism of exercise regulating bone marrow microenvironment remains unclear. This study examines how exercise induces bone marrow remodeling in diet-induced obesity. We employed unbiased RNA-Seq to investigate the effect of exercise on the bone marrow of diet-induced obese male mice. Bone mesenchymal stem cells (BMSCs) were isolated to explore the regulatory effects of exercise in vitro. Our data demonstrated that exercise could slow down the progression of obesity and improve trabecular bone density. RNA-seq data revealed that exercise inhibited secreted phosphoprotein 1 (Spp1), which was shown to mediate bone resorption through mechanosensing mechanisms. Interactome analysis of Spp1 using the HINT database showed that Spp1 interacted with the adipokine adipsin. Moreover, exercise decreased BMAT, which induced osteoclast differentiation and promoted bone loss. Our study reveals that exercise improves the bone marrow microenvironment by at least partially inhibiting the adipsin–Spp1 signaling pathway so as to inhibit the alternative complement system from activating osteoclasts in diet-induced obese mice.

## 1. Introduction

Characterized by excess adiposity and adipose tissue dysfunction, obesity has risen as an international public issue and often triggers many metabolic complications such as diabetes, cardiovascular diseases, and osteoporosis [1]. Osteoporosis is characterized by low bone mass and an elevated risk of bone fracture. Imbalanced bone homeostasis is the most fundamental cause of osteoporosis. In obese and aged diabetic patients, the cortical bone was surrounded by redundant marrow adipose tissue and increased cortical porosity. The bone homeostasis may be disrupted by the excess bone marrow adipose tissue (BMAT) in the bone cavity accompanied by these diseases [2,3]. Except as an energy depot, adipose tissue also regulates the whole body’s metabolic homeostasis. Distinct from white adipose tissues and brown adipose tissues, BMAT is located in the bone marrow cavity. It has been shown that BMAT regulates bone mass, hematopoietic function, metabolic homeostasis, and bone remodeling [4]. Aging and several diseases increase BMAT volume, including diabetes, obesity, and anorexia nervosa [5]. Increased BMAT is frequently associated with bone loss and worsens the condition. However, the mechanism by which this happens is still unclear. The skeleton is a dynamic organ composed of different cells including osteoblasts, bone marrow adipocytes, chondrocytes, etc., all of which are derived from bone mesenchymal stem cells (BMSCs) [6]. There is widespread support for the theory that when adipogenic and osteogenesis differentiation of BMSCs is in homeostasis, the bone marrow can perform its function normally. Studies have shown that bone marrow functions such as hematopoiesis depend on the homeostasis of BMAT and bone [7]. The current findings seem to indicate that obesity stimulates bone marrow adipogenesis and causes a deleterious effect on bone in later life [8].

Physical exercise, calorie control, and a healthy lifestyle are well-known ways to lose weight [9]. While regular calorie restriction (CR) does reduce body weight (BW), some adverse side effects of CR impede it from widespread use, such as perpetual hunger, cold feeling, and skeletal fragility including bone loss and increased BMAT [10]. Exercise has been proven to decrease BMAT volume and improve bone quality in high-fat diet–induced mice [11]. As a mechanical stimulation, exercise regulated the balance of bone and marrow fat mainly by inhibiting the adipogenic differentiation of BMSCs [12]. Among many factors regulating the differentiation process of BMSCs, PPARγ is a crucial factor that can promote bone marrow adipose tissue differentiation and suppress osteogenesis [13,14]. The activity of PPARγ is well regulated in different ways, including acetylation [15]. It has been shown that deacetylation of PPARγ on K268 and K293 prevented TZD-induced bone loss and increased insulin sensitivity [16,17,18].

Adipsin, one of the adipokines regulated by PPARγ, is decreased by deacetylation of PPARγ. Knockout of adipsin prevented CR-induced bone loss and increased osteoblast differentiation [19]. Furthermore, except as an adipokine, adipsin is a rate-limiting enzyme in the alternative complement pathway [20]. The complement pathway is a member of the innate immune system that defends against invading pathogens relying on activation of the classical, alternative, and lectin pathways [21]. As the central component of the complement pathway, protein C3 is the point of intersection in three distinct pathways. C3 spontaneous hydrolysis triggers the alternative complement pathway, and then the hydrolyzed C3 bonds with factor B to form a complex [22]. The success of the subsequent reaction is dependent on the cleavage of factor B by the adipsin [20]. It was shown that Adipsin played an important catalytic role in the formation of C3 invertase and the downstream activation of this pathway [23].

The previous study also showed that bone resorption is a prerequisite for bone formation [24]. Only functional osteoclasts can be anchored at the site of bone resorption for the following step. Osteoclasts attach to the bone surface through the interaction of cell surface αvβ3 integrins with secreted phosphoprotein 1 (Spp1) [25]. As a secreted glycoprotein, Spp1 is characterized as a structural matrix cellular protein which was shown to play a vital regulatory role in osteoclast activity and osteoclast number [25]. Meanwhile, it was shown that osteoclast differentiation was impaired in the bone marrow of adipsin knockout mice [26]. We also found a possible protein interaction between Spp1 and adipsin through the HINT database [27]. This database summarizes the contents of high-quality protein–protein interactions from eight interactome resources. Moreover, the HINT database is updated regularly and tracks all versions.

Unlike CR, exercise can restrain BMAT accumulated from obesity and increase bone density by bone remodeling through employing cell mechanosensitivity [28]. However, the mechanism of exercise-induced bone remodeling remains unknown. In this study, we aim to investigate how exercise induces bone remodeling under diet-induced obesity in a comprehensive way. We employed unbiased RNA-Seq to comprehensively investigate the exercise’s effect on the bone marrow of diet-induced obese mice in vivo. Further, BMSCs were isolated to explore the regulatory effects of exercise in vitro. Our data indicated that exercise improved the bone marrow microenvironment via mechanosensing mechanisms in obese mice by at least partially inhibiting the adipsin–Spp1 pathway. These findings are likely to provide new strategies for treating obesity and diabetes with fewer side effects on bone health.

## 2. Materials and Methods

### 2.1. Animal Studies

Eight-week-old male C57/B6 mice were purchased from the Model Animal Research Center. The mice were housed at room temperature (RT, 23.1° ± 1°) on a 12 h light/dark cycle, with free access to drinking water and eating a regular diet. After the acclimation period, the mice were provided an HFD (60% calories from fat, 20% from protein, and 20% from carbohydrates) for 6 weeks to induce obesity. Then the obese animals were randomly divided into 2 groups: the obesity group (*N* = 9) and the obesity-combined-with-exercise group (*N* = 9). The sample size was determined by power analysis using preliminary data obtained in our laboratory with the following assumptions: α of 0.05 (two-tailed), power of 0.8. We calculated the effect size based on experimental grouping and the statistical methods used. Then we calculated the sample size according to G * power, effect size d = 1.6, α = 0.05, 1 − β = 0.8, and calculated the required sample size to be 16 (control = 8, experimental group = 8). In the study, we used 9 mice per group. The exercise group ran 1 h of moderate-intensity exercise 6 days per week and maintained for 12 weeks. The obesity group had no interventions except for feeding HFD. Body composition was measured weekly by echo magnetic resonance imaging (MRI). For the insulin tolerance test (ITT), the mice were fasted for 4 h and then were injected with insulin (0.75 u/kg) at the beginning of the twelfth week. For the glucose tolerance test (GTT), the mice were fasted overnight and then injected with glucose (20%, 10 µL/kg). Blood glucose was measured at particular time points. We employed the TSE PhenoMaster system to monitor the mice’s basal metabolism before collecting the samples. All the animal protocols used were approved by the Ethics Review Committee for Animal Experimentation of the Shanghai University of Sport.

### 2.2. Bone Processing and Analysis

The femurs were separated and soaked in 4% formalin for at least 48 h, and subsequently used for scanning by micro-computed tomography (CT) and further bone density quantification using the Scanco viva CT 80 at a voxel size of 9 μm with an energy of 55 kV and 145 μA. Cortical and trabecular bone structures near the growth plate of the distal femur were reconstructed after the scan. We chose to reconstruct 1 mm centripetal from the growth plate and quantified cortical and trabecular bone volume by Scanco viva CT 80.

### 2.3. cDNA Library Preparation

Bone marrow was collected from our mice by centrifugation to make RNA-seq. The kit used to build the libraries was NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^ (Ipswich, MA, USA). The input of the libraries was total RNA samples, and the total amounts and integrity were detected using an Agilent 2100 bioanalyzer. Meanwhile, the insert size of the cDNA libraries later formed was assessed by this approach. The mRNA with poly-A tail was enriched by Oligo (dT) magnetic beads, and then double-stranded cDNA was synthesized using the randomly fragmented mRNA as a template. The libraries were finally obtained after the process of end repair, adaptor ligation, and PCR amplification. The libraries were diluted to 1.5 ng/uL, and the effective concentration of the libraries was higher than 2 nM (qRT-PCR quantification).

### 2.4. RNA-Sequencing

After the library was qualified, the different libraries were pooled according to the effective concentration and the target amount of data from the machine, then sequenced by the Illumina NovaSeq 6000. The ending reading of 150 bp pairing was generated. About 51.55 million pair of reads with high sequencing quality were obtained for each library.

### 2.5. RNA-Seq Data Analysis and Data Visualization

The quality of all the libraries was assessed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/, accessed on 25 November 2021). Reads with poor sequencing qualities, together with the adapter sequences, were then removed using fastp [29] with default configurations. The reads from the rRNA species were removed by filtering reads with mappability to the rRNA sequences. The cleaned reads were then mapped to the mouse genome GRCm38 using HiSAT2 (http://daehwankimlab.github.io/hisat2/, accessed on 4 March 2022). Coordinately aligned reads were filtered out using SAMtools [30]. Gene expression levels were quantified using the stringtie [31] with Gencode vM25 annotation together with read counts in each gene. Differential expression analysis was then performed using a DESeq2 package [32]. Genes with *p* value < 0.05 and |log_2_FoldChange| > 1 were determined as differentially expressed. GO and KEGG enrichment analysis of differentially expressed genes was based on DAVID (https://david.ncifcrf.gov/, accessed on 1 April 2022). Terms with a *p* value less than 0.05 were determined as significant. Gene Set Enrichment Analysis was implemented by the clusterProfiler R package (v 4.2.2, Guangchuang Yu, Guangzhou, China) [33].

### 2.6. BMSC Isolation

The mice were euthanized, and the tibias were separated. The BMSCs were isolated from the femurs employing a 10-gauge needle into MesenCult™ (Bucharest, Romania) Expansion Kit (Mouse) Catalog #05513 medium supplemented with 1% L-Glutamine. Reaching 70–80% confluence, the BMSCs were passaged and plated in stretcher plates for further experiments.

### 2.7. BMSC Culture and Treatment

We isolated the BMSCs from the mouse tibia and cultured the cells with a basal medium. Second- or third-generation mesenchymal stem cells were collected and incubated with an adipogenic differentiation medium containing 0.5 mM IBMX, 1μM dexamethasone, 1 μg/mL insulin, and 1 μM rosiglitazone with a high glucose medium in the 6-well culture plates. The bottom of these plates contained an elastic silicone membrane. Meanwhile, we employed the Flexcell FX-5000 Tension system to tension the membrane that imitated the exercise state. All the cells were divided into a control group and a stretch group; the control group’s culture conditions were consistent except for the stretch. The stretch parameters were as follows: 5% strain magnitude, frequency of 0.5 hz, 6 h/day [34]. We collected the cells to further analyze the mature lipid drops.

### 2.8. Quantitative Real-Time PCR

The total RNA was isolated from the femur using an Omega total RNA kit (R6812, HP total RNA kit), and the concentration and purity were determined by measuring the absorbance at 260 and 280 nm with a spectrophotometer. One ug RNA was reverse transcribed into complementary cDNA using the PrimeScript RT Reagent Kit (Takara, RR036A, Goteborg, Sweden). Amplification was carried out using a SYBR Premix Ex Taq (Takara, RR420A) and performed on an Applied Biosystems 7500 real-time PCR instrument. The PCR products were normalized to GAPDH, and the relative gene expression levels were calculated using the ΔΔCT method.

### 2.9. Western Blotting

The cells were lysed and the tissues were homogenized using a homogenizer (High Efficient Scientz-48 Tissue Grinder) after dissection in Western extraction buffer (Beyotime, P0013, Shanghai, China). The lysate was incubated on ice for 30 min and debris was removed by centrifugation. SDS-PAGE and western blotting were performed and detected with ECL (Millipore, Burlington, MA, USA, WBKLS0100). These antibodies included anti-adipsin (Santa Cruz Biotechnology, Dallas, TX, USA, catalog#47683) and anti-beta actin (Santa Cruz Biotechnology, catalog#47778).

### 2.10. Statistics

Significant differences were determined using the Student *t*-test. * *p* < 0.05 was considered to be a significant difference. All the data were analyzed using Graphpad Prism9 software, (9.0.0 121, Dr. Harvey Motulsky, San Diego, CA, USA) and the results are expressed as mean ± standard deviation.

## 3. Results

### 3.1. Exercise Alleviated Diet-Induced Insulin Resistance and Improved Trabecular Bone Density

To investigate the potential mechanism of exercise-induced bone remodeling in obese conditions, eight-week-old male C57/B6 mice were fed with HFD to establish an obese mice model. Then the obese mice were randomly divided into two groups—the obesity group (Ob) and the obesity-combined-with-exercise group (Ob + Exe)—with no significant differences in body weight, fat mass, or lean mass (Supplementary Figure S1A). The exercise group was put on a moderate-intensity treadmill running for 12 weeks (Figure 1A). Body weight data indicated that exercise could postpone excessive weight gain even under an HFD. The body weight of the mice in the exercise group was less than in the obesity group (Figure 1B), accompanied by significantly reduced HFD-induced fat expansion but not lean mass (Figure 1B). These data showed that exercise reduced diet-induced fat expansion. Since obesity is a high-risk factor for diabetes, we tested whether exercise could improve insulin sensitivity in obese mice. Our plasma ITT result indicated that exercise could improve the insulin sensitivity of obese mice (Figure 1C,D), with no significant difference in GTT (Supplementary Figure S1B), which indicated that exercise improved the insulin sensitivity of insulin-targeted metabolic tissues (such as adipose tissue) rather than affecting the function of pancreatic β cells. Obesity-related osteoporosis is always accompanied by bone loss, while exercise might increase bone density. From the micro-CT quantitative analysis, bone density was enhanced during exercise, especially in the trabecular bone (Figure 1E–H). Trabecular bone area, volume, and mean density improved significantly after 12 weeks of moderate-intensity exercise in the obese mice, which was consistent with previous studies [35]. The trabecular area and density increased by 28% and 26%, respectively. In our obese mouse model, 12 weeks of moderate-intensity exercise improved diet-induced insulin resistance and bone density, especially in the trabecular bone.

### 3.2. Exercise Changed the Bone Marrow Microenvironment via Mechanosensing Mechanisms

To investigate how exercise induces bone remodeling in diet-induced obesity in a comprehensive way, we isolated the bone marrow from the tibia after the 12-week exercise intervention in the control group and analyzed the organs by RNA-seq (Ob vs. Ob + Exe). 

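RNA-seq libraries from the tibial bone marrow of 2 mice of the obesity group (Ob) and 2 mice of the obesity-combined-with-exercise group (Ob + Exe) were examined, out of the 9 mice of each group. All the mice had received the HFD for 6 weeks from the age of 8 weeks. The Ob + Exe mice then ran 1 h per day, 6 days per week, for 12 weeks under the same diet. The paper describes marrow collected from the bone by centrifugation, so each library was taken to hold the poly-A RNA of all marrow cells. The labels of the libraries name bone marrow, but also mesenchymal stem cells as cell line and fibroblast as cell type. The description in the paper was followed. The authors removed low-quality reads and rRNA reads, aligned the remaining reads to the mouse genome GRCm38 with HISAT2 and quantified the GENCODE vM25 transcripts with StringTie, a program that assigns the reads over a gene to its transcripts. They deposited, for each library, the mean read coverage and the FPKM (fragments scaled to transcript length and to the size of the library) of 142604 transcripts of 55401 genes, and these values are the starting point here. The aligned bases behind the values were 9952 Mb and 9639 Mb in the Ob libraries and 8806 Mb and 8702 Mb in the Ob + Exe libraries. Coverage multiplied by transcript length and divided by the read length of 150 bases amounts to 53038186 and 50423542 reads on transcripts in Ob, and to 44310505 and 46668748 in Ob + Exe. The depth stated in the Methods, 51.55 M pairs per library, refers to the sequenced reads. It is not the depth the values rest on. Genes with a value above 0 numbered 23309 and 20663 in Ob and 17752 and 19291 in Ob + Exe. Genes with at least 1 FPKM were closer, with 12426 and 12547 in Ob and 12421 and 12080 in Ob + Exe. The 10 most abundant genes held from 21.6% to 30.6% of the FPKM of a library. Transcript FPKM were summed to genes, scaled between the libraries with median-of-ratios factors from 0.949 to 1.03, and tested as log2(FPKM + 0.1) with limma's moderated test and an intensity trend. Whole read counts cannot be recovered from coverage, so read equivalents were tested as an alternative only, with limma voom. Fold changes are on the log2(FPKM + 0.1) scale, which understates the change of genes with low values. Across the 12409 genes with a mean FPKM of at least 1, the correlation between libraries was 0.949 for the 2 Ob mice, 0.900 for the 2 Ob + Exe mice, and between 0.909 and 0.948 for mice of different groups. The Ob pair was thus slightly more alike than any pair across the groups, and the Ob + Exe pair was less alike than all of them. With 2 mice against 2, an exact permutation test of any single value cannot give a two-sided p below 0.333.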

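Among the 18596 genes with a mean FPKM of at least 0.1, 690 passed an unadjusted p value of 0.05 in limma together with a log2 fold change beyond 1, the thresholds of Methods 2.5. Of these, 508 genes were lower and 182 genes were higher in Ob + Exe than in Ob. No gene had a Benjamini-Hochberg adjusted p under 0.05 in limma, and the smallest adjusted p was 0.768, while 933 genes had an unadjusted p under 0.05. That is about as many as chance alone gives among 18596 genes at this threshold. The called genes were 3.71% of those tested. In simulated libraries of the same depth with 200 changed genes, 0.629% of the unchanged genes were called in the same way at a biological coefficient of variation of 0.1, and 2.77% at 0.3. These coefficients were set and not estimated from the mice, and simulated genes varied independently. The simulated shares therefore do not show whether the calls here exceed chance. Restricting the test to genes with a mean FPKM of at least 1 left 267 calls. A pseudocount of 1 in place of 0.1 left 224, the largest drop among the alternatives. The libraries carry the replicate numbers 1 and 2 in both groups. Across genes, the replicate 1 minus replicate 2 differences of the 2 groups had a correlation of -0.106, and of -0.235 over the genes with a mean FPKM of at least 1. Differences of same-numbered mice thus tended to opposite directions, and more so among the genes with higher values. With the replicate number as a block, 776 genes were called and 28 had an adjusted p under 0.05 in limma. With the crossed pairing, which joins Ob replicate 1 to Ob + Exe replicate 2, these numbers were 782 and 6. The KEGG database was not used here, and an ECM-receptor interaction list of 88 genes was written by hand from general knowledge before the data were examined. Of its 57 genes tested, 38 were lower and 19 were higher after exercise. The 7 called genes of the list were all lower, and 6 of them were Spp1, Itga6, Itga2, Gp1ba, Gp5 and Col1a1. The list made up a larger part of the called genes than of the other genes tested, with an odds ratio of 3.66 (one-sided Fisher's exact test, p = 0.00496, adjusted p = 0.00941 over 4 lists). Fisher's exact test takes the genes as independent, so its p values do not measure the spread between mice. The odds ratio was 2.71 with the replicate block (Fisher's exact test, p = 0.0309) and 3.21 with the crossed pairing (Fisher's exact test, p = 0.00962). When every gene with a value above 0 was tested, it fell to 1.91 (Fisher's exact test, p = 0.109).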

Out of 12,028 differentially expressed genes (Figure 2A), KEGG pathway analysis showed that the canonical pathway that was significantly inhibited was the ECM-receptor interaction pathway related to tissue function and structure, cell motility, proliferation, and differentiation (Figure 2B). 

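For gene set enrichment analysis, the 18596 genes were ranked by their log2 fold change (Ob + Exe against Ob), and the position of the 57 ECM-receptor interaction genes in the ranking was tested with fgsea, whose p values come from permutations of genes and not of mice. The list lay toward the genes lower after exercise, with an enrichment score of -0.481 and a normalized enrichment score of -1.41 (permutation p = 0.0414, adjusted p = 0.104 over 5 lists). This score did not hold under every setting. With a pseudocount of 1 it was -2.11 (permutation p = 3.45e-06), and with a pseudocount of 0.01 it was -1.03 (permutation p = 0.44). A replicate block leaves the log2 fold changes of this balanced design as they are, so the score cannot change with it. The mean log2 value of the list was 1.51 and 1.56 in the 2 Ob libraries and 1.22 and 1.19 in the 2 Ob + Exe libraries. The difference of -0.33 was larger than the SD between replicates of 0.0274, and both Ob + Exe libraries lay below both Ob libraries (exact permutation test, two-sided p = 0.333, the smallest possible).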

Gene set enrichment analysis also confirmed this finding (Figure 2C). The mechanical environment consists of cell–cell and cell–ECM interactions. Extracellular matrix (ECM) provides a scaffold for intercellular biochemical or biomechanical communication. Focal adhesions were mechanosensory complexes which also showed up in our pathway enrichment results (Figure 2B). 

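The focal adhesion list, also written by hand, had 203 genes, of which 200 were found by symbol and 163 passed the expression filter. After exercise 80 of these genes were lower and 83 were higher. The thresholds of the paper were passed by 5 of them, among which Spp1, Itga6, Itga2 and Col1a1 are also in the ECM-receptor interaction list. The odds ratio of the list among the called genes was 0.82 (one-sided Fisher's exact test, p = 0.728). With limma voom on the reads estimated from coverage it was 2.33 (Fisher's exact test, p = 0.0203), the only setting under which the list passed 0.05. The odds ratio was 0.725 with the replicate block and 0.87 with the crossed pairing. The normalized enrichment score was -0.891 (permutation p = 0.715). The mean log2 value of the list was 2.67 and 2.68 in Ob and 2.54 and 2.62 in Ob + Exe, a difference of -0.0947 against an SD between replicates of 0.0414 (exact permutation test, two-sided p = 0.333). Random lists of genes matched on mean expression had a mean log2 fold change of -0.0694. The focal adhesion list lay at percentile 31.6 among them, so its difference did not stand out from genes of like expression.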

Integrins and perhaps other cell surface–associated components mainly mediate the interactions between cells and the mechanical environment. This interaction affected cellular activities and impacted the mesenchymal progenitor cell (MPC) fate [36]. 

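Secreted phosphoprotein 1 is encoded by Spp1 (ENSMUSG00000029304.14), which lies on the plus strand of chromosome 5 of GRCm38 from 104435118 to 104441050 and is annotated as a protein-coding gene. An annotated gene named Gm42793 overlaps its span. The scaled FPKM of Spp1 was 30.3 and 45.1 in the 2 Ob libraries, 37.7 ± 10.5 (SD, n = 2), and 14.7 and 19.8 in the 2 Ob + Exe libraries, 17.2 ± 3.65 (SD, n = 2). The log2 fold change was -1.11 (standard error 0.289, adjusted p = 0.96 from limma with Benjamini-Hochberg adjustment). Spp1 was called at the thresholds of Methods 2.5 and ranked 159 among the 18596 genes by its p value. It belonged to both the ECM-receptor interaction list and the focal adhesion list. The PI3K-Akt signaling pathway was not analysed here. The subunits of the integrin αvβ3 were not called. Itgav had a log2 fold change of -0.03 and Itgb3 one of -0.52, and the values of the 2 groups overlapped for both genes.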

We also found that the Spp1, which has been implicated as an essential factor in bone remodeling, was involved in the ECM-receptor interactions, in focal adhesion, and in the PI3K-Akt signaling pathway (Figure 2A,B). Meanwhile, Spp1 is necessary for osteoclasts’ function via interacting with the integrin αvβ3 [37]. To further study how exercise regulates Spp1, an HINT database was used to search the interacted proteins for Spp1. Adipsin, an adipokine, caught our attention through protein interaction analysis of Spp1 by means of the HINT database [27] (Figure 2D). Adipsin is secreted by adipose tissue and participates in the complement system alternative pathway. The protein interaction between Spp1 and adipsin has been confirmed [38]. We wonder whether adipsin mediated the bone and BMAT change in the obese mice during exercise. Mechanical signals transmitted through the mechanical environment often affect cell behavior and phenotype [39]. Our RNA-seq results revealed that exercise might improve bone health by altering BMAT via mechanosensing mechanisms.

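Genes of adipocytes were examined in the same libraries, as an indirect readout of BMAT from RNA. Adipsin is encoded by Cfd (ENSMUSG00000061780.6) on chromosome 10 of GRCm38, from 79890853 to 79892655 on the plus strand. Its scaled FPKM was 1.61 and 0.917 in the Ob libraries and 1.51 and 0.701 in the Ob + Exe libraries, from 101, 56, 81 and 36 read equivalents. The mean was 1.26 ± 0.493 (SD, n = 2) in Ob and 1.1 ± 0.57 (SD, n = 2) in Ob + Exe. The log2 fold change of -0.22 (standard error 0.571, adjusted p = 0.982 from limma) was smaller than the spread between replicates, and the groups overlapped. With that standard error a small decrease could not have been seen. The decrease of adipsin in the paper was measured as protein by Western blotting, in more mice, and the RNA values do not test it. With the replicate block the log2 fold change is the same by design. Leaving out one library at a time moved it from -0.72 to 0.28. Pparg (log2 fold change 0.02), Adipoq (0.28) and Lepr (0.32) also overlapped between the groups, and none was called. Of a hand-written list of 15 adipocyte genes, 8 passed the expression filter, 2 of them lower and 6 higher after exercise. The normalized enrichment score of the list was 0.967 (permutation p = 0.502). Its mean log2 value was 1.99 and 2.39 in Ob and 2.49 and 2.23 in Ob + Exe (exact permutation test, two-sided p = 0.667). The 1 gene of the list that was called was Retn, which was higher after exercise and was picked out after its value was seen. From its RNA-seq results the paper proposes a benefit of exercise for bone health through a mechanosensing change of BMAT.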

### 3.3. Exercise Decreased Bone Marrow Spp1 and Adipsin Level While Inhibiting Bone Resorption

To further investigate the potential mechanism of exercise-induced bone remodeling, we isolated tibia bone marrow from both the obesity and exercise groups and examined the gene expression of some representative genes involved in bone remodeling (Figure 3A). It is well-known that Runx2 is responsible for inducing the differentiation of multipotent mesenchymal cells into immature osteoblasts [40]. In our obese mice model, exercise had no impact on the gene expression of Runx2 (Figure 3A). However, our results showed that Atf4, the regulator of osteoblast differentiation, was significantly upregulated after exercise (Figure 3A). Meanwhile, we also found that the expression of Alp protein, a marker of osteoblast differentiation maturation, was upregulated after exercise (Figure 3B,C). We evaluated critical factors involved in bone resorption, such as Rankl and Spp1. Consistent with our RNA-seq results, Spp1 was reduced by 60% by exercise at gene levels. In addition, we found that Spp1 protein levels were also significantly down-regulated, which means that osteoclasts cannot be anchored to the bone surface and thus interrupt the bone resorption process (Figure 3A–C). Rankl, another critical factor for osteoclast function, mediates bone resorption and overall bone density. A decline of it in the process of exercise could reduce osteoclast activity [41] (Figure 3A). These data strongly indicated that exercise could increase bone density in obese mice by inhibiting bone resorption. Meanwhile, other studies have shown the reduction in BMAT by exercise [35]; we wonder about the role of BMAT played in bone resorption. As the executor of bone resorption, osteoclast is modulated by several hormones, the immune system, and osteoblasts. Adipsin is an adipokine that in humans is encoded by the CFD gene, and it is mainly synthesized and secreted by adipocytes. It has been shown that adipsin can promote bone marrow adiposity [19]. In addition, adipsin, as a rate-limited enzyme involved in the alternative complement pathway, is required for efficient osteoclast differentiation [20,21,26]. Therefore, we asked whether exercise could decrease adipsin so as to inhibit bone resorption. Indeed, adipsin was significantly reduced 19.6% in the bone marrow by means of exercise compared to the obesity group (Figure 3B,C).

### 3.4. Mechanical Stretch Restrained BMSCs’ Adipogenic Differentiation and Suppressed Adipsin

To verify the effect of exercise on bone marrow adipocyte and its adipokines, adipsin and BMSCs were isolated from the tibia, and then we induced adipocyte differentiation based on the well-established method with or without stretch by Flexcell FX5000 tension system to mimic the exercise or control groups in vitro [19]. The stretching stimulation of the mimic exercise inhibited lipid production and mature lipid droplet generation of BMSCs (Figure 4A). QPCR data also demonstrated that the mechanical stretch of BMSCs inhibited their adipocyte differentiation indicated by the significant decrease in important factors such as Pparg1 and Pparg2 (Figure 4B). Then we analyzed whether mechanical stretch affected the level of adipsin in BMSC-differentiated adipocytes. As expected, the protein level of adipsin reduced by 37.4% in the stretch group compared to the control group (Figure 4C,D). Therefore, exercise-mimicked mechanical stretch inhibited the adipocyte differentiation of BMSCs and reduced their adipokine adipsin.

## 4. Discussion

Here, we comprehensively investigated how exercise affected the bone marrow microenvironment in diet-induced obese male mice in vivo using unbiased RNA-Seq. BMSCs were isolated to explore the regulatory effects of exercise in vitro. Exercise delayed HFD-induced obesity and increased bone mass. Our data indicated that exercise improved the bone marrow microenvironment via mechanosensing mechanisms in obese mice by at least partially inhibiting the adipsin–Spp1 pathway, which indicated that bone marrow adipose tissue plays an active role in regulating bone marrow microenvironment by secreting adipokines, such as adipsin (Figure 5).

Twelve weeks of treadmill training improved insulin sensitivity compared to the obesity group (Figure 1C,D). Adipose tissue was a filler in the bone marrow cavity and was deemed to participate in local or even systemic energy metabolism. It also played a regulatory role that affected osteogenesis and hematopoiesis by paracrine and endocrine functions [42]. Exercise has been proven to alleviate diet-induced BMAT accumulation and improve bone health [11]. Adipocytes and osteoblasts of bone marrow shared the same progenitor cell, BMSCs [43]. Mesenchymal stem cell has has a great capacity for self-renewal while maintaining its multipotency, and its fateful differentiation selection depends on the dynamic balance in healthy individuals. There is a widespread hypothesis supporting the theory that BMSCs differentiate into a single lineage by the manner of competing with each other [44]. Interestingly, mature adipocytes and osteoblasts from human bone marrow were proven to be capable of transdifferentiation in vitro [45]. Moreover, the new technology lineage tracing system showed that the progenitors might already be committed to one lineage. Our study has shown that exercise inhibited BMSCs adipogenic differentiation. However, whether exercise could reverse the adipocytes and osteoclasts of bone marrow in vitro and the effects of exercise on bone marrow progenitors is unclear.

According to the observations of physiological conditions, the expansion of BMAT may proceed more extensively than bone mass alteration. Even though it differs from several other types of adipose tissue, the BMAT as an endocrine organ can secret adipokines and inflammatory factors to affect local or system metabolic processes. Prx1-Cre; Lepr(^fl^/^fl^) mice exhibited increased osteogenesis accompanied by decreased adipogenesis [46]. Adiponectin-KO (another important adipokine) mice were observed to have decreased whole-skeleton BMD [47]. Here, we firstly indicated that exercise increased bone density in obese mice by at least partially inhibiting adipokine adipsin. Bone forming is always followed by bone resorption, and these two processes of bone remodeling are coupled both spatially and temporally. In addition, the BM cells-secreted complement pathway component, such as C3, is required for efficient osteoclast differentiation [26]. Adipsin plays an essential role in the activation of C3 convertase and downstream pathway functioning [48]. In addition, our RNA-seq data showed that exercise decreased the coagulation-related biological process (Figure 2B and Supplement Figure S1C). 

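A list of 65 coagulation and platelet genes was written by hand for the biological process, and 60 of them passed the expression filter. After exercise 35 were lower and 25 were higher. The thresholds of the paper were passed by 8 genes, all of them lower, for an odds ratio of 4.03 (one-sided Fisher's exact test, p = 0.00161, adjusted p = 0.00644 over 4 lists). They were Clec1b, F2rl2, Gp1ba, Gp1bb, Gp5, Treml1, F11r and Itga2. All of these but F11r and Itga2 were also called in a hand-written list of megakaryocyte genes. The enrichment thus rests mainly on genes shared with that list and does not separate coagulation from platelets. The replicate block gave 4.09 (Fisher's exact test, p = 0.000802) and the crossed pairing 4.05 (Fisher's exact test, p = 0.000847). Without the intensity trend in limma the odds ratio was 1.51 (Fisher's exact test, p = 0.257), and at an unadjusted p under 0.01 it was 1.92 (Fisher's exact test, p = 0.411). The normalized enrichment score was -1.44 (permutation p = 0.0291, adjusted p = 0.104). The mean log2 value of the list was 3.37 and 3.21 in Ob and 3.14 and 2.86 in Ob + Exe. The difference of -0.29 exceeded the SD between replicates of 0.16, and both exercise libraries were below both obesity libraries (exact permutation test, two-sided p = 0.333). With one library left out, the difference ranged from -0.43 without Ob + Exe replicate 1 to -0.152 without Ob + Exe replicate 2. The last value is smaller in size than that SD.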

Coagulation and complement activation are interdependent and mutually amplified [49]. 

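The decrease in Spp1 rested on 2937 and 4223 read equivalents in the Ob libraries and on 1216 and 1562 in the Ob + Exe libraries. The mean scaled FPKM fell by 54.3%. Both Ob + Exe libraries were below both Ob libraries. A separation of the 2 groups, in this or the opposite direction, was found for 32.7% of the genes tested, and chance gives it for 33.3% in a design of this size. With each library left out in turn, the log2 fold change stayed between -1.40 and -0.83. Spp1 passed the thresholds of Methods 2.5 in each alternative setting that gives a p value. Over the settings chosen before the data were examined, its adjusted p in limma ranged from 0.374 with the replicate block to 0.994 with a minimum mean FPKM of 1.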

Our RNA-seq data were also enriched to mediate a significant decrease in Spp1 that mediates the attachment of osteoclasts to the bone surface. The protein–protein interaction data of adipsin and Spp1 from the HINT database provide new insights for us. We reasonably speculate that exercise improves bone health in obese mice and is possibly achieved by inhibiting osteoclast-dominated bone resorption by the adipsin–Spp1 pathway. Compared to adipsin knockout mice, exercise downregulation of adipsin may have little effect on the activation and differentiation of osteoclasts. However, for mature osteoclasts during bone resorption, the function is equally important. Bone marrow is the primary site of hematopoietic stem cell (HSC) maintenance and hematopoiesis. Osteoblast has been shown to regulate hematopoietic stem cell function through Notch activation [50]. Interestingly, exercise decreased the hematopoietic cell lineage- and coagulation-related pathway in our study. 

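The hematopoietic cell lineage list, written by hand, had 85 genes, and 76 passed the expression filter. Of these, 45 were lower and 31 were higher after exercise. Among the 8 called genes, 6 were lower and 2 were higher, and Il1b was one of the higher ones. The odds ratio was 3.08 (one-sided Fisher's exact test, p = 0.00706, adjusted p = 0.00941). It was 1.98 with the replicate block (Fisher's exact test, p = 0.0974) and 2.32 with the crossed pairing (Fisher's exact test, p = 0.0404). The normalized enrichment score of -1.16 did not pass 0.05 (permutation p = 0.226), whereas with a minimum mean FPKM of 1 it was -1.61 (permutation p = 0.00981). The mean log2 value of the list was 3.38 and 3.25 in Ob and 3.16 and 3.08 in Ob + Exe. The difference of -0.20 compares with an SD between replicates of 0.0798 (exact permutation test, two-sided p = 0.333). The genes Gp1ba, Gp1bb, Gp5 and Itga2 were called in the hematopoietic cell lineage list, the coagulation and platelet list and the ECM-receptor interaction list. The results of these lists are therefore not independent.

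**Figure D1:**
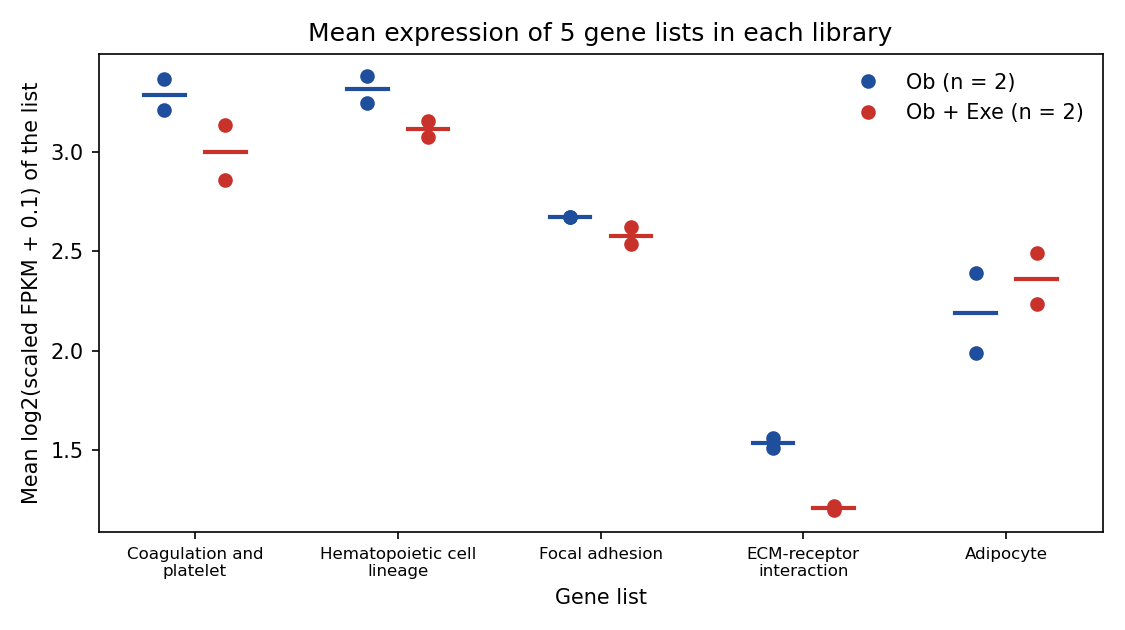
Mean log2(scaled FPKM + 0.1) over the tested genes of each of 5 gene lists (y axis) in each library. Points are single libraries, blue for Ob (n = 2) and red for Ob + Exe (n = 2), and bars are group means. The coagulation and platelet, hematopoietic cell lineage, focal adhesion and ECM-receptor interaction lists are lower in both Ob + Exe libraries, and the adipocyte list overlaps between the groups.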

We speculate that exercise can alleviate the disorder of the bone marrow microenvironment’s cellular components caused by obese-induced adiposity.

Fate decision of BMSCs is important for the bone marrow microenvironment. Adipsin has been shown to reduce the Wnt3a-induced phosphorylation of GSK3β and to promote adipose tissue production [19]. Our study found that adipsin levels decreased by means of exercise in both in vivo and in vitro models. Based on the above evidence, we speculated that exercise promotes the differentiation of mesenchymal stem cells into osteoblasts by inhibiting the expression of adipsin in the bone marrow. Osteoclast was shown to mediate the osteoblast precursors’ differentiation and proliferation in the bone marrow [11]. We suggested that employing adipsin on precursors or mature osteoclasts and osteoblasts in vitro may uncover the mechanism between alternative complement pathway and bone remodeling. Meanwhile, we reasonably speculate that the ECM-receptor interaction pathway in which Spp1 participates possibly regulates bone metabolism by affecting the function of osteoclasts. The protein interaction between adipsin and Spp1 may provide new ideas for exercise to regulate the dynamic changes in bone marrow adipose tissue and bone.

## Figures and Tables

**Figure 1:**
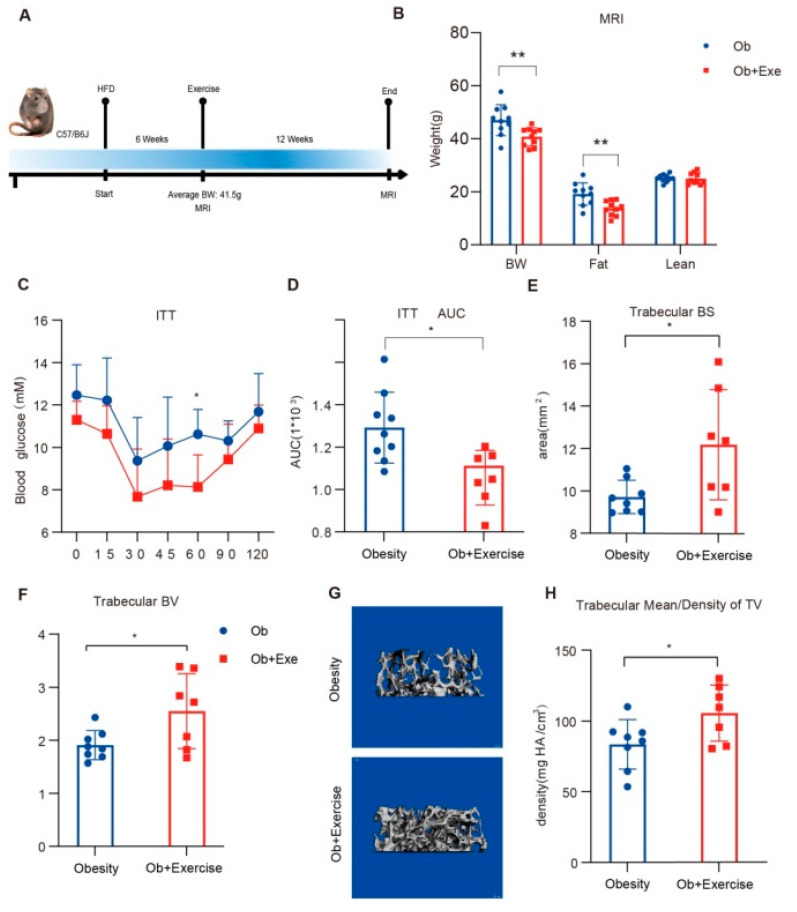
Exercise improved insulin sensitivity and bone density. (**A**) The eight-week-old male C57/B6 mice were fed with HFD for 6 weeks. The average body weight of the mice achieved 41.5 g after 6 weeks of HFD and before the mice started the 12-week treadmill running with HFD. Body composition was measured before and after exercise intervention. (**B**) Body composition was measured after exercise in the obesity and exercise groups using MRI. (**C**,**D**) measurement of plasma glucose during ITT and the AUC of the obesity (*N* = 9) and exercise (*N* = 7) groups after 8-week treadmill exercise. (**E**,**F**) femoral BS, BV in the trabecular regions of TV. (**G**) representative trabecular reconstruction image of the femur by μCT. The gray part of the picture shows reconstructed trabecular bones. (**H**) femoral bone density in the trabecular regions of TV. * *p* < 0.05, ** *p* < 0.01 2-sided Student *t* test. Data are presented the mean ± SD. AUC, areas under the curve; BW, body weight; HFD, high fat diet; ITT, insulin tolerance test; MRI, magnetic resonance imaging.

**Figure 2:**
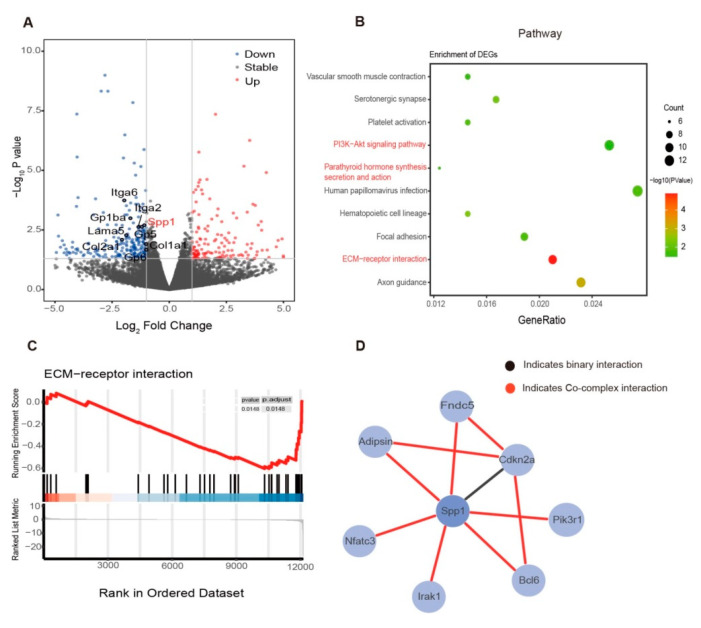
RNA-Seq of bone marrow indicated that exercise inhibited Spp1 and related ECM-receptor pathways. Representative bone marrow from tibia of both the obesity and exercise groups (*N* = 2,2) were isolated for RNA-Seq analysis. (**A**) volcano plot of bone marrow in the exercise group compared to the obesity group. Colored dots represent *p* value < 0.05 (−log_10_(*p* Value) > 1.3, gray line), log_2_Fold Change > 1 up-regulated genes (red), and log_2_Fold Change < −1 down-regulated genes (blue). Selected ECM-receptor pathway related genes are highlighted. (**B**) results of pathway enrichment analysis for highly variable genes identified by significant DEG in the bone marrow. (**C**) gene set enrichment analysis of ECM-receptor interaction. (**D**) protein interaction network diagram of Spp1. The original data come from the HINT (http://hint.yulab.org, accessed on 31 May 2022) database, a database of high-quality protein–protein interactomes. ECM, extracellular matrix.

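The highlighted genes were followed in each library. Itga6, on chromosome 2 of GRCm38 from 71745616 to 71858416, had the smallest p value of all genes tested. Its scaled FPKM was 17.6 and 16.6 in Ob and 2.04 and 2.66 in Ob + Exe, a log2 fold change of -2.82 (standard error 0.276, adjusted p = 0.768 from limma). Its adjusted p in limma was 0.000635 with the replicate block and 0.0277 with the crossed pairing, so the block decides on which side of 0.05 it falls. Gp1ba, on chromosome 11 (log2 fold change -1.997), Itga2 (-1.235), Gp5 (-1.105) and Col1a1 (-1.02) were lower in both Ob + Exe libraries, and these genes passed the thresholds of Methods 2.5. Lama5 (log2 fold change -1.903), Col2a1 (-1.47) and Gp6 (-0.91) were also lower in both Ob + Exe libraries but were not called. With one library left out, these fold changes kept their sign but not their size. The range was -2.74 to -1.067 for Lama5, -1.302 to -0.508 for Gp6 and -2.762 to -1.232 for Gp1ba. It was -1.529 to -0.682 for Gp5 and -1.319 to -0.722 for Col1a1, so both could fall within 1. Lama5 had 210 and 318 read equivalents in Ob and 67 and 66 in Ob + Exe, and Col2a1 had 241 and 201 against 56 and 53. All 9 highlighted genes, Spp1 included, were lower after exercise, and 6 were called. The call of Col1a1 was lost with the replicate block, under quantile normalization, with a pseudocount of 1 and without the expression filter, and that of Itga2 under the same settings. The call of Gp5 was lost without the intensity trend. Itga2 and the other genes below a mean of 1 FPKM were not tested when that minimum was applied.

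**Figure D2:**
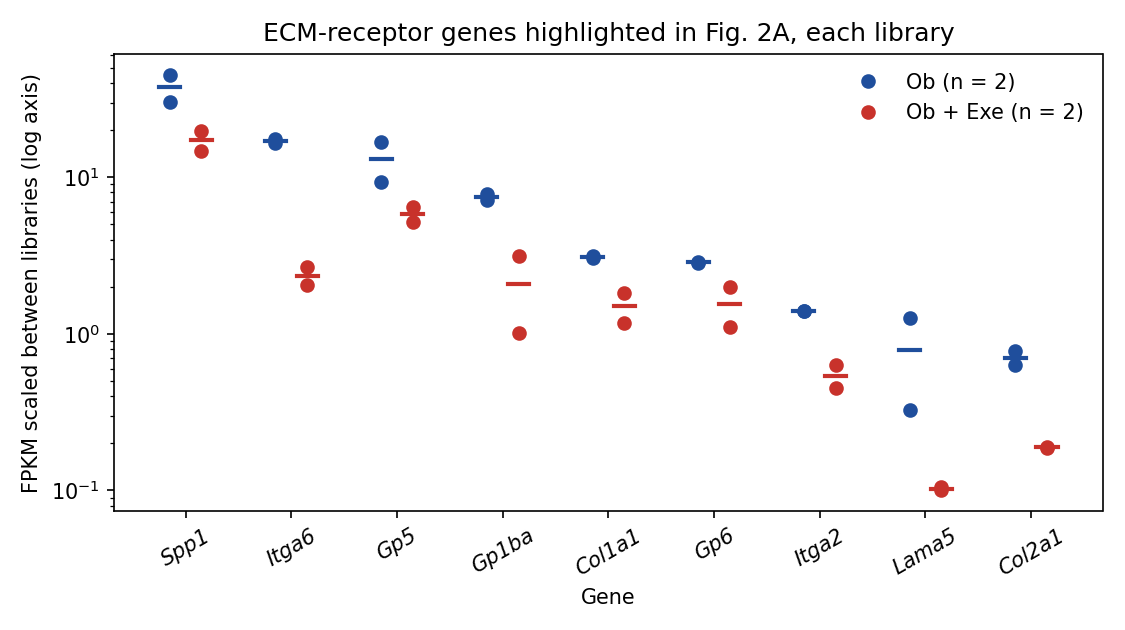
FPKM scaled between libraries (y axis, log scale) of the 9 genes highlighted in Fig. 2A. Points are single libraries, blue for Ob (n = 2) and red for Ob + Exe (n = 2), and bars are group means. For each gene both Ob + Exe libraries lie below both Ob libraries, with the widest gap relative to the spread for Itga6.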

**Figure 3:**
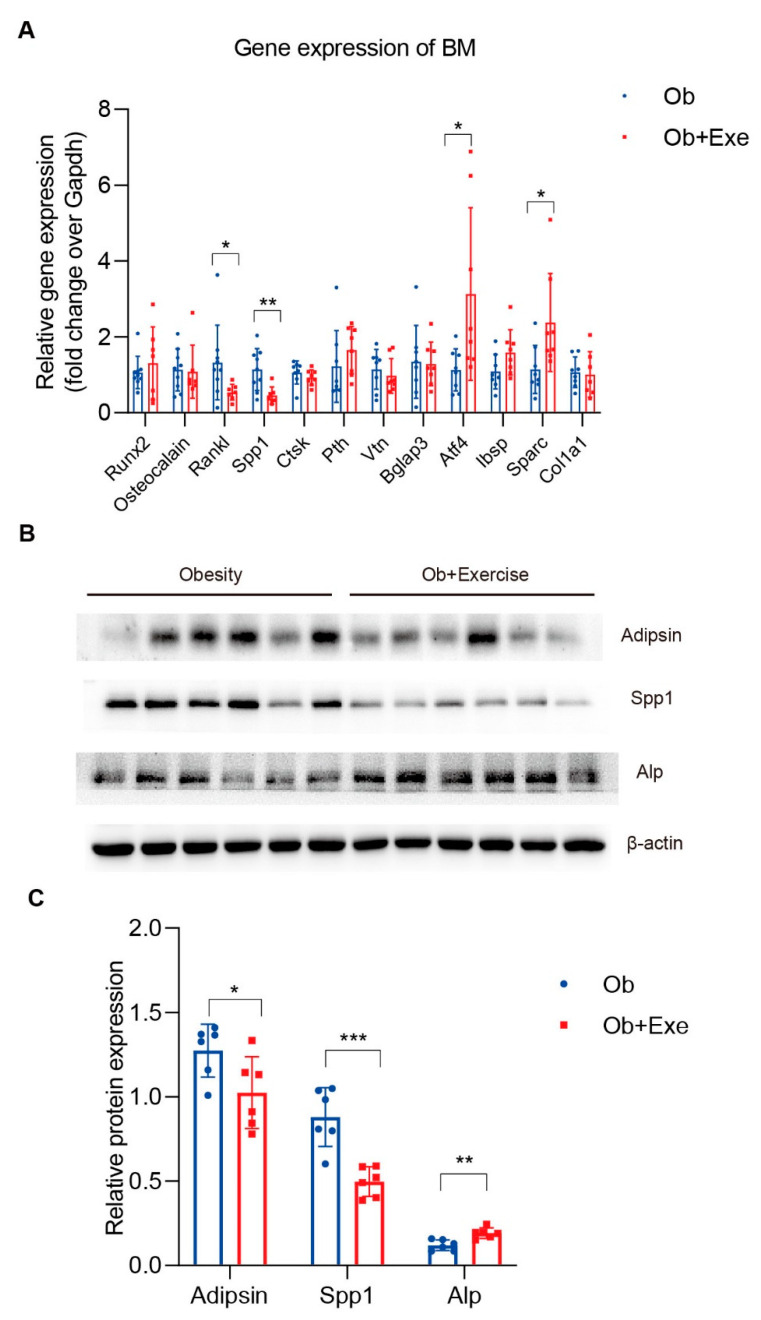
Exercise inhibited bone resorption and protected bone by reducing adipsin and Spp1. Quantitative real-time PCR analyses and protein expression level of tibia BM. (**A**) Bone remodeling related gene expression quantitative analysis of bone marrow. The bone marrow was isolated from the male C57/B6 mice (*N* = 9) that were induced for 6 weeks of high-fat diet and intervened in twelve weeks of exercise. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 for obesity group (*N* = 9) vs exercise group (*N* = 7). (**B**,**C**) Western blotting and quantification (*N* = 6) in tibia bone marrow from obesity group and exercise group. * *p* < 0.05, for obesity group (*N* = 6) vs exercise group (*N* = 6). * *p* < 0.05, ** *p* < 0.01 2-sided Student *t* tests were used for statistical analyses. Data are presented as mean ± SD. BMAT, bone marrow adipose tissue; PCR, polymerase chain reaction.

**Figure 4:**
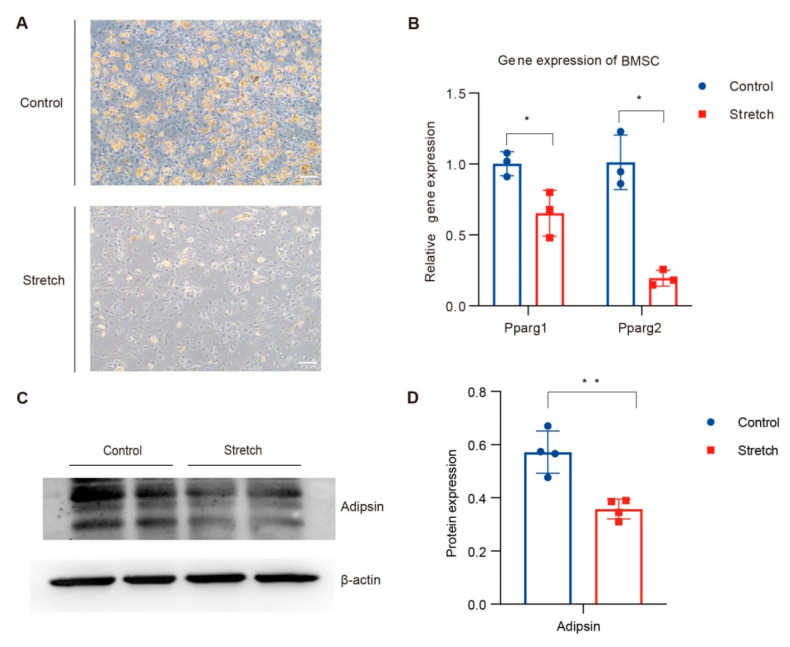
Exercise inhibited adipogenic differentiation of BMSCs and decreased adipsin in vitro. Isolated tibia mesenchymal stem cells were divided into control group and stretch group during adipogenic differentiation (*N* = 3). (**A**) representative images of control and stretch groups under a 10× phase-contrast microscope at the end of adipogenic differentiation. (**B**) quantitative PCR analysis of adipogenic relative gene expression in the BMSCs, containing Pparg1 and Pparg2. (**C**,**D**) representative Western blotting images and protein expression quantification (*N* = 4) of adipsin from mesenchymal stem cells treated with adipogenic differentiation and stretch stimulation. * *p* < 0.05, ** *p* < 0.01 for control group vs stretch group. Two-sided Student t-tests were used for statistical analyses. Data are presented as the mean ± SD. BMSCs, bone mesenchymal stem cells.

**Figure 5:**
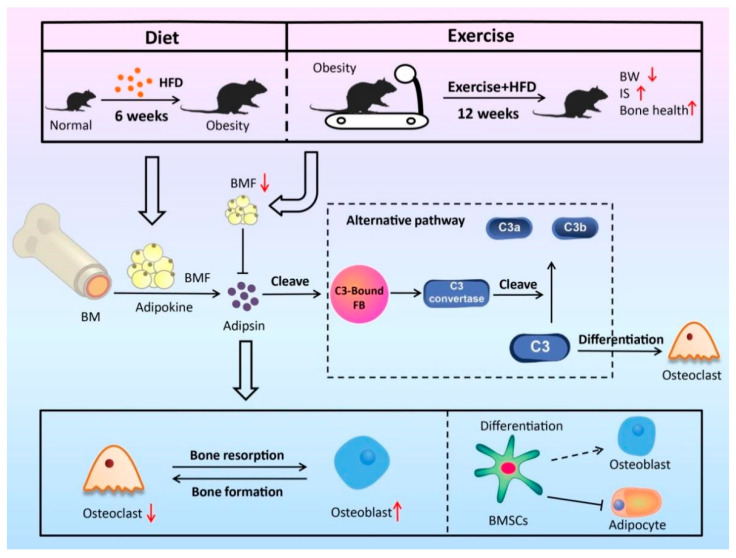
Exercise inhibited adipsin-mediated complement pathway activation on osteoclasts. Adipsin plays an essential role in C3 convertase forming and activation of the subsequent alternative complement pathway. As the central component of the complement pathway, C3 and the complement pathway are important in osteoclast differentiation. Exercise inhibits the adipokine adipsin expression and affects osteoclasts through its mediated complement system. In addition, exercise can restrain BMSC adipogenic differentiation to protect bone health. IS, insulin sensitivity; BW, body weight.

## Data Availability

All RNA-seq dataset is publicly available (GSE205676) at the GEO (https://www.ncbi.nlm.nih.gov/geo/info/linking.html). Accessed on 8 June 2022.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/nu15010019/s1, Figure S1: Eight-week-old male C57/B6 mice were fed with HFD for 6 weeks to establish an obese mice model, and then these obese male C57/B6 mice were divided into two groups randomly: The obesity group (Ob) and the exercise group (Ob + Exe) (*N* = 9,9). (A) Body composition was measured before exercise for these two groups using MRI. (B) Measurement of plasma glucose during GTT of the obesity (*N* = 9) and exercise (*N* = 7) group. (C) Representative bone marrow from tibia of both the obesity and exercise groups (*N* = 2,2) was isolated for RNA-Seq analysis. Results of biological process analysis for highly variable genes identified by significant DEG in the bone marrow. Two-sided Student t-tests were used for statistical analyses. Data are presented as mean ± SD. BW, body weight; GTT, Glucose tolerance test; MRI, magnetic resonance imaging

How the deposited data were processed for this re-analysis (not part of the article)

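RNA-seq of whole tibial bone marrow was examined in 2 obese mice (Ob) and 2 obese mice that had exercised for 12 weeks (Ob + Exe). The authors trimmed the reads with fastp, removed reads matching rRNA, aligned the rest to GRCm38 with HISAT2, filtered the alignments with SAMtools and quantified GENCODE vM25 transcripts with StringTie. The authors deposited one transcript table per library, with the read coverage (a signal that is not normalized for depth) and the FPKM of each transcript. In the deposited tables, FPKM is coverage divided by one constant per library, which gives the aligned bases of that library. Coverage multiplied by length and divided by 150 bases is not a whole number, so reads are given as read equivalents. The 37 mitochondrial transcripts are listed at 0 in all 4 libraries, and no statement is made from them.

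From these tables, transcript FPKM were summed to 55401 genes. Of these, 55141 were found in the GENCODE vM21 annotation, and 54821 had the same coordinates there. That annotation gave gene types and GC content. Genes with a mean FPKM of at least 0.1 over the 4 libraries were kept, which left 18596. Libraries were scaled with median-of-ratios factors, 0.1 was added and log2 values were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend, 2 residual degrees of freedom and 3.73 prior degrees of freedom). Genes were called at an unadjusted p under 0.05 and a log2 fold change beyond 1, the thresholds of Methods 2.5, and Benjamini-Hochberg adjusted p values were computed beside them. The authors' test was DESeq2, which takes read counts. Tables were handled with Python 3.11.15 and pandas 2.3.3. Figures were drawn with matplotlib 3.10.9.

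Gene lists for ECM-receptor interaction, focal adhesion, hematopoietic cell lineage, coagulation and platelets, adipocytes and 11 other cell types were written by hand from general knowledge before the data were examined, and their members can differ from those of KEGG and GO. PI3K-Akt signaling was not analysed here. A list was tested among the called genes with a one-sided Fisher's exact test against all genes tested, and in the ranking by log2 fold change with fgsea 1.28.0. The mean log2 value of a list was also compared between the 2 groups of libraries with an exact permutation test. For matched comparisons, 10000 random lists were drawn from genes in the same of 20 classes of mean expression, or of 8 expression classes each divided into 4 classes of GC content and 4 of length.

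The limma test was tested on simulated data made from the real means and depths, with 200 genes changed by a known amount. This amount was the same for all 200, up or down, and they were drawn from genes with a mean of at least 100 read equivalents. The changed genes came out with a median log2 fold change of 1.95 and 1.87 in size. These values, and those that follow, are for biological coefficients of variation of 0.1 and 0.3. The test called 100% and 99% of the changed genes, and the adjusted p was under 0.05 for 100% and 49% of them. Unchanged genes had an unadjusted p under 0.05 in 4.87% and 4.54% of cases, and 31 and 18 of them had an adjusted p under 0.05.

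The replicate numbers come from the labels of the libraries. The paper does not describe a pairing of mice, so the number was not in the design, and a fit with it as a block was an alternative. Genes named in the text are those the paper names and, in each direction, the 5 genes with the smallest p among those called with both Ob + Exe libraries on the same side of both Ob libraries. The alternatives were other minimum values and pseudocounts, no scaling, quantile normalization, limma voom on read equivalents, no intensity trend, the replicate block, other settings of the list tests, and leaving out each library in turn. The designs and these alternatives were fixed before the data were examined. The crossed pairing and the restriction to protein-coding genes were added after seeing the data. At this depth a gene such as Itga2, with a scaled FPKM of 1.39 in the first Ob library, has 674 read equivalents there, but only 2 mice per group stand behind each mean, and this number limits the precision. The PCR, Western blotting, micro-CT and BMSC experiments were not analysed here.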

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

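Tests that set read overlap and gene length against the lower genes, and those of whether a sum of reads was able to show a shift, were chosen after the result was seen, and the other tests of this part before. The genes below are the called genes with the smallest p values that the paper does not discuss. Without a block none has an adjusted p under 0.05 in limma (0.768 to 0.943), against 933 genes with an unadjusted p under 0.05. With the replicate block 7 of them do: Mir451b (9.48e-06), Gm28036 (0.000635), Gm27029 (0.0025), Snora43 (0.00292), Gm27021 (0.00774), Trbj1-2 (0.00848) and Gm48551 (0.02), while Cntf (0.12) and Il1b (0.127) do not. With the crossed pairing Mir451b (0.0277) and Gm27029 (0.0458) do.

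Higher after exercise were Snora43, a small nucleolar RNA gene (log2 fold change 3.60), Gm48551 (4.55), Gm27029 (3.27), Il1b (1.33) and Cntf (2.59). The scaled FPKM of Il1b was 24.2 and 25.8 in Ob and 57.5 and 68.8 in Ob + Exe. That of Cntf was 0.415 and 0.397 against 2.59 and 3.33. Gm48551 is listed at 0 in both Ob libraries and at 2.57 and 1.97 in the Ob + Exe libraries. All 5 of these genes overlap another annotated gene or are shorter than 300 bases, as do 57.5% of all genes tested. Reads moved between overlapping genes were tested by summing the read equivalents of each gene with those of the genes that overlap it, and the change of 4 of the 5 then fell within 1 on the log2 scale. This does not decide the question, since the sum was able to come out either way for 2 genes, Snora43 and Il1b. With the overlapping genes held at their Ob mean, the sum would have changed by 0.738 for Gm27029, 0.158 for Gm48551 and 0.773 for Cntf, also within 1. The sums changed by -0.0191, -0.325 and -0.277. Snora43, summed with another entry of the same name, changed by 0.908, against 1.12 with that entry held. Il1b changed by 1.32 after summing, against 1.34. For Cntf and Gm27029, an overlapping gene fell as they rose. The entry named Zfp91 that overlaps Cntf (ENSMUSG00000118491.1) is not in the vM21 annotation. Its scaled FPKM, for this entry alone, was 0.876 and 1.25 in Ob and 0 and 0 in Ob + Exe. That of Aarsd1, which overlaps Gm27029, was 12.7 and 13.5 against 6.51 and 2.25. These values go with a shift of reads for Cntf and Gm27029, though they do not exclude a change in expression. For Gm48551 and Snora43, a shift of reads cannot be told apart from a change in expression. For Il1b, the exercise condition cannot be told apart from differences between single mice, since 2 mice against 2 were compared.

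Lower after exercise were Gm28036 (log2 fold change -5.30), Gm27021 (-4.82), Trbj1-2 (-4.79) and Mir451b (-5.61). All 4 overlap another gene or are shorter than 300 bases. After summing to test for reads moved between overlapping genes, 2 of the 4 no longer changed by more than 1, but the sum was able to come out either way for 1 gene, Mir451b. Gm28036, whose span holds Nfs1 and Rbm12, had 1459 and 1480 read equivalents in Ob and 0 and 0 in Ob + Exe, out of 11827 and 10852 in Ob with the overlapping genes included. Its complete loss would have changed the sum by -0.2, and that of Gm27021 by -0.0879. The sums changed by 0.171 and 0.392. Trbj1-2 has no overlapping gene to sum with. It is 48 bases long and rests on 8 and 9 read equivalents in Ob. Mir451b is 72 bases long and rests on 46 and 51, and its change after summing with Mir451a was -1.78, against -1.9 with Mir451a held at its Ob mean. For Gm28036 and Gm27021 a shift of reads cannot be told apart from a change in expression, and neither can the short length of Trbj1-2 and Mir451b. No biological explanation was tested for these genes.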

How the results depend on the processing

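The number of called genes moved most with the filter and the pseudocount. From 690 (508 lower, 182 higher), it went to 267 (176 lower, 91 higher) with a minimum mean FPKM of 1 and to 224 (152 lower, 72 higher) with a pseudocount of 1. Of the 690 genes, 256 and 213 were called in these settings. Without the intensity trend it was 1061 (789 lower), and 600 of the 690 were called. Without a filter 822 genes were lower, and with limma voom 332 were lower. Restricting the calls to protein-coding genes, a setting chosen after seeing the data, left 272 (204 lower, 68 higher). Under quantile normalization 416 genes were lower and 246 were higher, so the share of lower calls was 62.8% in place of 73.6%. Genes with a log2 fold change beyond 1 numbered 2929, 642 with a minimum mean FPKM of 1, 316 with a pseudocount of 1, and from 3006 to 4415 across the 4 fits that each left out one library. In each setting with calls, more of the called genes were lower than higher. The cause of the changes was not tested.

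No gene had an adjusted p under 0.05 in limma in the 8 alternative settings without a block, in which from 519 to 1509 genes had an unadjusted p under 0.05. With the replicate block 28 genes did, with a smallest adjusted p of 2.8e-06, and with the crossed pairing 6. The block fit has 1 residual degree of freedom. In simulated libraries at a coefficient of variation of 0.1, 45 unchanged genes passed an adjusted p of 0.05 with the block and 31 without it, and at 0.3 these numbers were 8 and 18.

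The odds ratio of the ECM-receptor interaction list no longer passed 0.05 without a filter (1.91) or under quantile normalization (2.62), and was above 2.7 in the other settings. That of the hematopoietic cell lineage list did not pass under quantile normalization (2.33), without the intensity trend (1.68) or with the replicate block (1.98), and that of the coagulation and platelet list did not pass without the intensity trend (1.50) or at an unadjusted p under 0.01 (1.92). The focal adhesion list, at 0.82, went above 1 with a minimum mean FPKM of 1 (1.12), a pseudocount of 1 (1.02), limma voom (2.33), an unadjusted p under 0.01 (1.41) and protein-coding genes only (1.55). It passed 0.05 with limma voom only.

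The normalized enrichment score of the ECM-receptor interaction list lost its side of 0.05 without a filter (-1.34), with a pseudocount of 0.01 (-1.03) and with limma voom (-0.953). The coagulation and platelet list lost it with a pseudocount of 0.01 (-1.15) and limma voom (-1.21). The hematopoietic cell lineage list passed with a minimum mean FPKM of 1 (-1.61), a pseudocount of 1 (-1.66), quantile normalization (-1.37) and ranking by moderated t (-1.47). The adipocyte list changed sign without a filter (-0.831), with a pseudocount of 0.01 (-0.584) and with limma voom (-0.65), and the focal adhesion list with a GSEA exponent of 0 (1.14). The block cannot change a ranking by log2 fold change in this balanced design. The causes were not tested.

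The score difference of the ECM-receptor interaction list (-0.33) was -0.434 with a minimum mean FPKM of 1, -0.282 without a filter, -0.25 with a pseudocount of 1, -0.403 without scaling, -0.238 under quantile normalization and -0.255 with limma voom, negative each time. That of the focal adhesion list (-0.0947) was -0.0475 with a minimum mean FPKM of 1, -0.0349 with a pseudocount of 1, -0.154 with a pseudocount of 0.01, -0.172 without scaling, -0.0529 under quantile normalization and -0.145 with limma voom. The hematopoietic cell lineage list reached -0.279 without scaling. The adipocyte list (0.17) was -0.114 without a filter and -0.0400 with limma voom, and ranged from -0.0258 to 0.374 with one library left out. The difference of the coagulation and platelet list moved by less than its replicate SD under these settings.

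Spp1 kept its direction and its call under each alternative with a test. The log2 fold change of Cfd ranged from -0.721 to 0.285 with one library left out. Of 39 other single genes, 344 values under alternatives with a test kept their direction and their side of an unadjusted p of 0.05 in 318 cases, left it in 8, came under it in 7 and reversed in 11. These counts do not use the fold change threshold, by which the calls of Col1a1 and Itga2 were lost with a pseudocount of 1 and Gp6 stayed uncalled with limma voom. Without scaling, Irak1 was at -0.0305, Nfatc3 at -0.0822, Bcl6 at -0.0596 and Pparg at -0.0647. Leaving out the scaling moved the median log2 fold change of all genes from -0.0238 to -0.101, so these values near 0 changed sign with that shift. Under quantile normalization, Nfatc3 was at -0.0288, Bcl6 at -0.00187 and Itgav at 0.00351. With limma voom, Nfatc3 was at -0.0383, Gapdh at 0.216, Itgav at 0.11 and Cfb at -0.203. With one library left out, 24 of 156 values reversed, for genes that overlap between the groups: C3 from -0.126 to 0.643, Irak1 from -0.358 to 0.462, Pik3r1 from -0.0279 to 0.396, Itgb3 from -1.18 to 0.134, Nfatc3 from -0.284 to 0.285, Bcl6 from -0.300 to 0.345, Gapdh from -0.16 to 0.0759, Pparg from -0.368 to 0.402, Adipoq from -0.25 to 0.804, Ibsp from -0.789 to 0.245, Lepr from -0.103 to 0.734, Itgav from -0.419 to 0.363, Bglap from -1.13 to 0.0728, Ctsk from -0.826 to 0.432, Alpl from -0.0664 to 0.306, Cdkn2a from -0.966 to 1.79 and Fndc5 from -0.449 to 0.718.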

Differences from the paper's values

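The paper counts 12028 differentially expressed genes, and 690 were called here. Across the alternatives set before the data were examined, the number of called genes ranged from 224 to 1061, and none of them reached the paper's number. By size it is near the 12409 genes that had a mean FPKM of at least 1 here, and whether it counts tested genes was not examined.

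The paper states 51.55 M read pairs per library. The aligned bases correspond to a mean of 30.9 M pairs of 150 bases, which counts aligned and not sequenced reads. No alternative applied to this value.

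The p value of the ECM-receptor interaction set is about 0.015 in Fig. 2C, read by eye, and was 0.0414 here (permutation p from fgsea). It was 0.00061 with a minimum mean FPKM of 1, 3.45e-06 with a pseudocount of 1 and 0.00267 when ranked by moderated t, all below the paper's value, and it was above it under the other alternatives, the nearest being 0.027 with a GSEA exponent of 0. None fell within 1.5 times the paper's value.

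The log2 fold change of Itga6 is about -1.9 in Fig. 2A, read by eye, and was -2.82 here. The nearest alternatives were -2.44 with a pseudocount of 1 and -2.44 with limma voom, and none closed the gap.

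Fig. 2B lists focal adhesion among the enriched pathways of the called genes. Here the odds ratio of the list was 0.82 (Fisher's exact test, p = 0.728), and the list passed 0.05 with limma voom on read equivalents (odds ratio 2.33, Fisher's exact test, p = 0.0203). Fig. 2B gives the ECM-receptor interaction pathway the smallest p value among its pathways, whereas the coagulation and platelet list had a smaller p here (Fisher's exact test, p = 0.00161 against p = 0.00496). The ECM-receptor interaction list had the smaller p of the 2 with a minimum mean FPKM of 1 (Fisher's exact test, p = 9.01e-05 against p = 0.000166), with limma voom (p = 1.19e-06 against p = 1.55e-05), without the intensity trend (p = 0.0047 against p = 0.257) and at an unadjusted p under 0.01 (p = 0.0137 against p = 0.411). Fig. 2A marks Lama5, Col2a1 and Gp6 among the genes of the pathway, and these were lower but not called here. Lama5 was called with limma voom and without the intensity trend. Col2a1 was called in those settings and without scaling. Gp6 was called under none of the alternatives with a test, in which its log2 fold change lay between -0.626 and -0.983. The Discussion states that exercise lowered the hematopoietic cell lineage pathway. The odds ratio of that list was 3.08 (Fisher's exact test, p = 0.00706), and its normalized enrichment score of -1.16 did not pass 0.05 (permutation p = 0.226) but passed with a minimum mean FPKM of 1, a pseudocount of 1, quantile normalization or ranking by moderated t.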

Other observations

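The tests on the expression level of the B cell and neutrophil lists, on the bone lining tissue, on the share of lower calls by expression, on the ECM-receptor interaction genes with a mean FPKM of at least 1, and with GC content and length matched in 20 expression classes were chosen after the result was seen. The other tests were set before it.

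Another division of the libraries gave as many calls. The 4 libraries can be divided into 2 and 2 in 3 ways. The real division gave 690 calls. The crossed division, Ob replicate 1 and Ob + Exe replicate 2 against the other 2 libraries, also parts both same-numbered pairs and gave 693. Thus 2 of these 2 splits gave as many calls, and a share under 0.05 is out of reach with so few splits. The remaining division, which keeps the same-numbered mice together, gave 295. The crossed division had 2 genes with an adjusted p under 0.05 and the real one 0, with 1678 and 933 genes at an unadjusted p under 0.05. The direction was less even in the real division, where 73.6% of the calls were lower, against 50.1% in the larger direction of the crossed division. A difference between single mice may therefore account for the number of calls.

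The excess of lower calls depended on expression. Of the called genes, 144 of 156 were lower below a mean FPKM of 0.3, 178 of 245 from 0.3 to 1, 97 of 160 from 1 to 3 and 54 of 79 from 3 to 10. Among those with a mean FPKM of at least 10, 70% were lower (35 of 50). The genes of lowest expression thus add to the excess, but it was also there at 10 FPKM and above. A comparison with all called genes under 10 FPKM pools unlike classes (73.9% lower, 473 of 640; two-sided Fisher's exact test, p = 0.617). Of the genes tested, 13525 were protein-coding and gave 272 calls (2.01%), and 5071 were of other types and gave 418 (8.24%).

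Fewer genes were detected in the exercise libraries. Genes with at least 1 read equivalent numbered 22689 and 20257 in Ob and 17425 and 18915 in Ob + Exe. Depth does not account for this, since the Ob libraries thinned to 44310447 read equivalents still held 22530 and 20209 genes. A mixture of other cells or genomic DNA in the libraries was not tested.

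Genes of megakaryocytes were lower. All 18 genes of a hand-written megakaryocyte list, which shares glycoprotein genes with the ECM-receptor interaction list, were lower after exercise, and 9 were called. The mean log2 value was 4.07 and 3.87 in Ob and 3.33 and 2.47 in Ob + Exe, a difference of -1.07 with an SD between replicates of 0.442 (exact permutation test, two-sided p = 0.333, the smallest possible). The mean log2 fold change lay at percentile 0 among random lists matched on expression, and at percentile 0 among those matched also on GC content and length, so neither property accounts for it. A hypothesis is that the exercise samples held fewer megakaryocytes or platelets. Whether this comes from exercise or from differences between mice or marrow collections cannot be told apart with 2 mice per group.

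The ECM-receptor interaction list may be lower for the same reason. Its mean log2 fold change of -0.33 lay at percentile 3.01 among lists matched on expression, above the limit of 2.5 that had been set, and the matched lists had a mean of -0.121. By this test low expression remains as a candidate explanation for the list as a whole. It does not extend to the 35 genes of the list with a mean FPKM of at least 1, which had a mean of -0.434, at percentile 0.05 among such genes matched on expression. With GC content and length matched too, the whole list lay at percentile 0.14 in 8 expression classes and at 0.16 in 20. Expression, GC content and length together therefore do not account for it. Low expression is a candidate only by the match on expression alone. Without the genes that are also in the megakaryocyte or the coagulation and platelet list, the remaining 47 genes had a mean log2 fold change of -0.208, at percentile 30. A loss of megakaryocyte or platelet RNA thus remains as a candidate explanation too.

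Of the other blood cell lists, the B cell list was lower for 14 of 15 genes (mean log2 values of 3.67 and 3.76 in Ob, 3.21 and 3.02 in Ob + Exe), at percentile 0.02 among lists matched on expression. The neutrophil list was higher for 14 of 15 genes, at percentile 100, but its libraries overlapped, with 9.57 and 8.76 in Ob and 9.25 and 9.72 in Ob + Exe (exact permutation test, two-sided p = 0.667). The T cell list (difference -0.0262) and the erythroid list (-0.154) overlapped between the groups (exact permutation tests, two-sided p = 1). Outside the blood cells, the endothelial list was lower for 12 of 12 genes (difference -0.458, SD between replicates 0.295) and the chondrocyte list for 4 of 7 (-0.667, SD 0.332), both without overlap (exact permutation tests, two-sided p = 0.333). The skeletal muscle list went the other way, with 9 of 10 genes higher (0.684, SD 0.601). The marrow stroma list differed by -0.0942 (SD 0.281). Both of these lists overlapped between the groups (exact permutation tests, two-sided p = 0.667). No biological explanation was tested for these lists.

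Spp1 can come from bone lining cells that enter the marrow sample. The osteoblast list was at percentile 5.39 among lists matched on expression, above the limit of 2.5, with 9 of its 11 genes lower (mean log2 values of 0.975 and 1.24 in Ob and 0.419 and 0.671 in Ob + Exe). The difference of the osteoblast list, -0.564, exceeded its SD between replicates of 0.184, the groups did not overlap, and Bglap2 and Col1a1 were called lower. The osteoclast list went the other way, with a difference of 0.28 and overlapping libraries. A smaller share of bone lining tissue is thus neither shown nor excluded, since the osteoblast list has few genes. The drop of Itga6 is not a shift of reads to the genes that overlap it, since the summed read equivalents changed by -2.43 as well.

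The genes of Fig. 3A, which the paper measured by PCR in more mice, had these RNA-seq values. Atf4, higher after exercise in the paper's PCR, had a log2 fold change of -0.27, with overlapping groups. Sparc, also higher in the paper's PCR, had 0.13. Runx2 had -0.23. Tnfsf11, which encodes Rankl, had -1.56 from 34 and 81 read equivalents in Ob and 0 and 17 in Ob + Exe. Rankl was also lower in the paper's PCR. Col1a1 had -1.02. Bglap, Ctsk and Ibsp had -0.53, -0.20 and -0.27 with overlapping groups. Bglap3 and Vtn were below the expression filter, and Pth is listed at 0 in all 4 libraries. Gapdh, the reference of the PCR, had -0.04. None of these has an adjusted p under 0.05 in limma, which holds for every gene tested without a block.

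The partners of Spp1 in Fig. 2D other than adipsin were not called. Their log2 fold changes were 0.05 for Irak1, 0.18 for Pik3r1, 0.02 for Bcl6, 0.0002 for Nfatc3, 0.41 for Cdkn2a and 0.13 for Fndc5. Of the complement genes, C3 had 0.26 and Cfb 0.44, and neither was called.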
